A study of Homo sapiens with 11 samples. Its data were reported in "The anti-tumorigenic activity of A2M—A lesson from the naked mole-rat" (2017).

How the data were processed

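A549 cells were grown with 30 nM A2M* or without it for 24 h. The sample titles give the dose in micromolar, but the sample characteristics and the study's methods give nM, which was used. Groups and replicate numbers were taken from the sample labels. RNA was depleted of ribosomal RNA and sequenced as paired reads, and the 11 libraries (6 A2M*, 5 control) were said to be separate cultures. Per the study's methods and the submitters' processing notes, the authors extracted reads with bcl2fastq 2.16.0.10, aligned them to GRCh38.p2 with HISAT2 2.0.0b and the remainder with Bowtie2 2.2.6, and assembled transcripts with StringTie guided by an Ensembl annotation. Per the file headers StringTie was version 1.1.2, while the processing notes name 1.1.0.

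Each deposited file lists the transcripts assembled in 1 library, with coverage, FPKM and TPM computed by the authors. TPM as deposited was scaled over all assembled transcripts, annotated or not, and summed to between 672848 and 833436 per library. A transcript missing from a file was taken as 0, which can mean that the assembly did not match it to the annotation and need not mean absence of RNA. Read counts were not used, so counting error per gene is unknown. The deposited table of the whole series holds the authors' group means in TPM, log2 ratios and unadjusted p-values. Those p-values were obtained again for all 1089 transcripts with an unequal-variance test whose degrees of freedom were rounded down.

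Gene values were sums of TPM over annotated transcripts. TPM was not rescaled in the main tests, although annotated transcripts summed to 306676 TPM in control 8 and 659193 TPM in control 4. Gene and transcript values carry this difference between libraries. Genes (14972 of 35097) and transcripts (22682 of 87248) with at least 1 TPM in 5 or more libraries were tested on log2(TPM + 0.5) with limma 3.58.1 in R 4.3.3, with an intensity trend, and adjusted by Benjamini-Hochberg. Fold changes on this scale understate the change of low genes. Transcript usage was tested with diffSplice, and 31 gene lists with camera at a preset correlation of 0.01. Single values were tested by exact permutation over all 462 splits, whose smallest p is 0.00216. These permutations ignore the culture pairs described below. These tests, the lists, and most alternatives were fixed before the data were examined. Named genes were the 10 with the smallest p in each direction, 5 transcripts in each direction, 16 genes named by the study, 9 genes of its other experiments, and up to 4 members per list. A gene and 2 lists are not reported here.

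Read depth over the union of annotated exons of each gene, from all assembled exons and per gigabase assembled, was added after the data were examined. Strand and gene of those assembled exons were not checked. Exon depth of a gene can therefore include antisense transcripts, overlapping genes and no-strand fragments, which held 4.52% to 22.1% of assembled bases per library. Also added then were a covariate for the no-strand share, gene values that include unannotated transcripts of the locus, and a fit without the 3 libraries with most no-strand signal. The spread between libraries (median SD on the log2 scale) was 0.50 for gene TPM and 0.29 for exon depth. On simulated data with 200 changed genes, the gene TPM test recovered 1.49% of 1.5-fold, 19.4% of 2-fold and 69.7% of 4-fold changes among 14972 genes. The transcript test recovered 0% of 1.5-fold, 4.48% of 2-fold and 37.9% of 4-fold changes among 22682 transcripts. Exon depth recovered 23.9%, 74.6% and 97.0% of the same folds among 14972 genes. The usage test recovered 45.5% of 4-fold changes among 4296 genes. The simulated values were normal and independent, without values at 0 from unmatched transcripts, without pairs and without offsets between libraries. The recovery rates need not hold for the real libraries.

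Replicate numbers 1, 4, 5, 7 and 8 occur in both groups, and the design text describes cultures prepared in pairs, so these numbers were taken as 5 pairs. Deviations from the group means correlated within pairs at 0.27, 0.23, 0.16, 0.13 and 0.18 in exon depth, and at 0.16, 0.12, 0.09, 0.05 and 0.13 in gene TPM. Other alternatives were a pseudocount of 0.1 or 1, no filter or a mean of at least 5 TPM, median-of-ratios or quantile scaling, FPKM, no intensity trend, protein-coding genes only, and leaving out each library. The reference genome at hand is of another build, so it gave gene types only, and coordinates are those of the files.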

Results

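RNA of A549 cells, a human lung adenocarcinoma line of alveolar epithelial origin, was sequenced after 24 h with or without A2M*, the transformed, receptor-binding form of the protease inhibitor alpha2-macroglobulin. Untreated cultures (control, n = 5) were compared with cultures given 30 nM A2M* (n = 6), to ask how the protein altered the transcriptome of the tumour cells. Each library held 3.44 to 4.76 gigabases of assembled coverage, and between 44036 and 55798 annotated transcripts were listed per library. The share of TPM in annotated transcripts was 65.0% ± 12.2 (SD, n = 5) in control and 61.9% ± 8.29 (SD, n = 6) in A2M* libraries (exact permutation test, two-sided, p = 0.630). Fragments without annotation or strand took 43.0% of TPM in control 8, 39.1% in A2M* 8 and 35.7% in A2M* 6, against 11.1% in control 4.

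**Figure D1:**
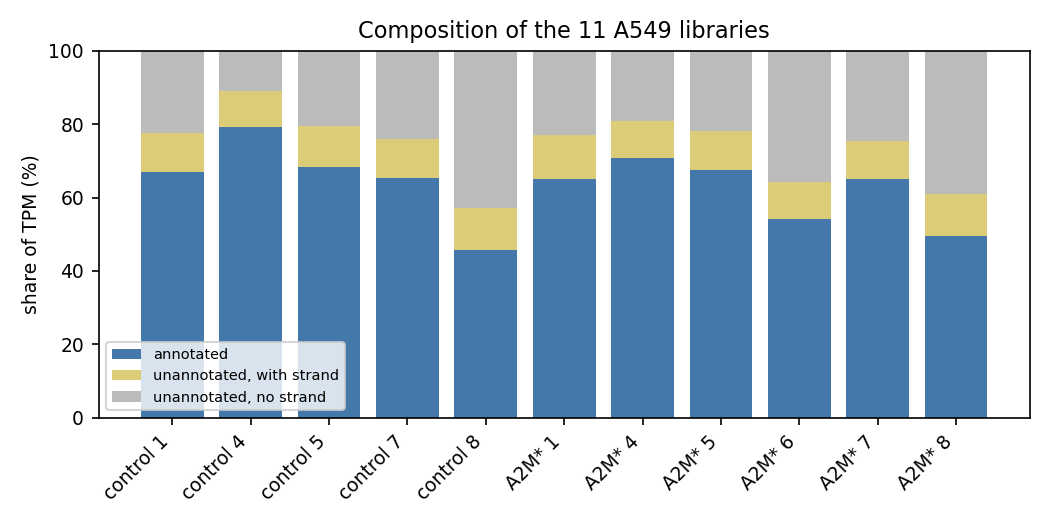
Share of TPM (%, y axis) in annotated transcripts, unannotated transcripts with a strand and unannotated fragments with no strand, in each of the 11 libraries (x axis). Both number 8 libraries and A2M* 6 had the largest no-strand share, from 35.7% to 43.0%.

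Of the receptor, adhesion and EMT genes of the study's other experiments, none that entered the test passed it between treated and untreated cells. The study saw its rises of CD44, ITGB1 and E-cadherin in protein. Its qRT-PCR in A549 cells, at a higher dose, showed no significant effect on RNA of CD44, VIM or CDH1. CD44, the hyaluronan receptor, was at 149 ± 36.8 TPM in control and 133 ± 29.1 TPM in A2M* cultures (SD, n = 5 and 6; log2 fold change −0.16, SE 0.21, limma adjusted p = 1.00). ITGB1, the beta1 integrin chain, was at 397 ± 207 and 341 ± 101 TPM, and the mesenchymal filament gene VIM was at 388 ± 142 and 339 ± 84.8 TPM. The epithelial cadherin gene CDH1 was at 7.91 ± 0.879 and 6.85 ± 3.79 TPM. LRP1, the A2M* receptor, was listed at no more than 0.487 TPM in any library and SNAI1, an EMT transcription factor, at no more than 0.392 TPM, so neither entered the test, and no A2M transcript was listed in any library. LRPAP1, a chaperone of LRP1, was at 11.8 ± 8.60 TPM in control and 11.7 ± 9.22 TPM in A2M* cultures, with single control libraries between 2.70 and 22.8 TPM.

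**Figure D2:**
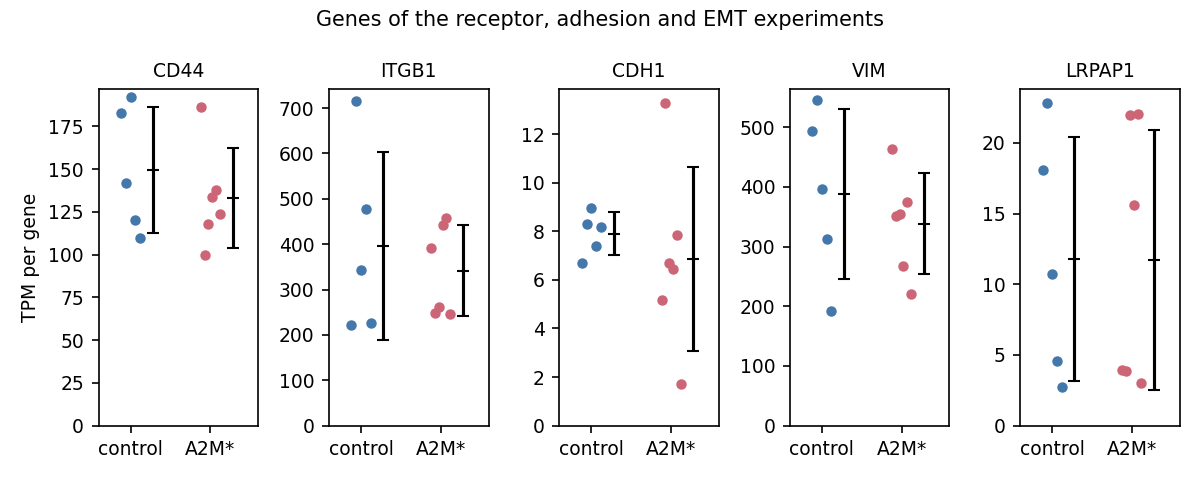
TPM per gene (y axis, from 0) of 5 genes in control (blue) and A2M* (red) cultures (x axis), with 1 point per library and the mean ± SD in black. The groups overlap for each gene, for example 149 and 133 TPM on average for CD44.

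At the level of whole genes, 1 of 14972 tested genes differed between the groups. ZSWIM6, a zinc finger SWIM domain gene on chromosome 5 (61332273 to 61546170, GRCh38), was lower with A2M* (limma adjusted p = 0.00637). Its annotated transcript ENST00000252744 was listed at 1.58 to 5.58 TPM in the 5 control libraries and at 0 in all 6 treated libraries. Read depth over the exons of ZSWIM6 was taken from all assembled fragments on either strand, whether annotated or not. It was 5.03 ± 0.272 in control and 4.08 ± 0.806 in A2M* libraries (reads per base per gigabase; SD, n = 5 and 6; exact permutation test, two-sided, unadjusted p = 0.0260; limma adjusted p = 1.00). With culture pair as a block the limma adjusted p of ZSWIM6 was 0.784 (unadjusted p = 0.0000523). The SE was 0.31 without and 0.32 with the block, which leaves fewer degrees of freedom. The fitted difference was equal, as it had to be with every treated library at 0, so that equality shows nothing about its size. Without control 1 the adjusted p was 0.0535 and without control 7 it was 0.0512. Without control 8, A2M* 6 and A2M* 8 together, the 3 libraries with most no-strand signal, it was 0.222. In these fits the difference stayed within its SE of that over all libraries, so the losses do not show a smaller one. With every treated library at 0, it rests on the control libraries alone. ZSWIM6 passed at a pseudocount of 0.1 or 1 (limma adjusted p = 0.0282 and 0.0107). With unannotated transcripts of the ZSWIM6 locus added the adjusted p was 0.00000696, though none could be added in treated libraries, where no annotated transcript of ZSWIM6 linked a locus to the gene. With unannotated transcripts linked by their position over its exons and on its strand, the sum for ZSWIM6 was 6.19 ± 0.645 TPM in control and 6.32 ± 2.62 TPM in A2M* libraries (exact permutation p = 0.920).

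**Figure D3:**
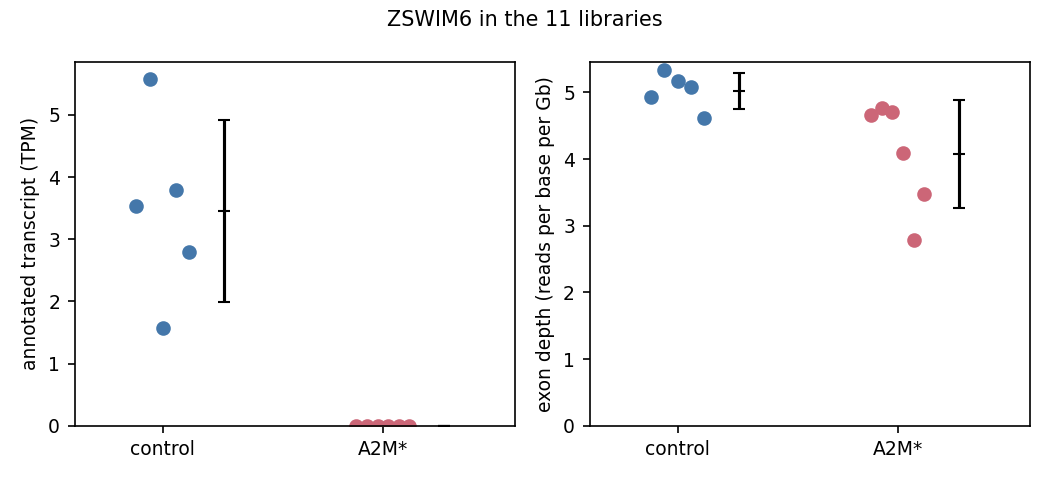
ZSWIM6 in each library, as TPM of its annotated transcript (left) and as read depth over its exons per gigabase assembled (right), in control (blue) and A2M* (red) cultures, with mean ± SD in black. The y axes start at 0. The transcript was listed at 0 in the 6 treated libraries, while exon depth averaged 5.03 in control and 4.08 in treated libraries.

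No further gene passed, and the next smallest adjusted p was 0.952. At unadjusted p below 0.05 there were 265 genes, where evenly spread p-values would give 749. The genes with the smallest p among those with higher values were WDR5, SASS6, AP000281.1, ARHGAP29, RP11-291L19.1, ZNF114, PRMT9, MOAP1, UBE2D4 and ZNF112, none of which passed. Among those with lower values they were, after ZSWIM6, ATP7A, PREP, SPAG1, FBXO3, AGBL3, ZPR1, CH507-42P11.8, NUMB and CCDC85C, and none of these passed. The annotation used for gene types lists CH507-42P11.8 as an artifact. WDR5, a subunit of histone methyltransferase complexes, was listed at 0 in 3 control libraries, at 0.414 and 0.723 TPM in the other 2, and at 1.17 to 7.90 TPM in the 6 treated ones, but its exon depth differed by 0.05 on the log2 scale (SE 0.15). ATP7A, a copper transporter, was listed above 0 in all 5 control libraries, at up to 6.74 TPM, at 0 in 5 treated libraries and at 2.02 TPM in A2M* 8, with an exon depth difference of 0.10 (SE 0.12). CCDC85C had lower values by both measures, with log2 differences of −1.62 (SE 0.46) in TPM and −1.01 (SE 0.24) in exon depth (limma adjusted p = 1.00 for each). ATP7A passed when A2M* 8 was left out (limma adjusted p = 0.0414). By exon depth, 0 genes passed in limma, and 357 had an unadjusted p below 0.05, where evenly spread p-values would again give 749. The smallest adjusted p was 0.493, for the pseudogene AP000281.1 on chromosome 21 (log2 difference 0.89, SE 0.14).

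The authors' deposited table lists some transcripts of each of the 16 genes that the study singled out. Of the transcripts listed there, 14 entered the transcript test, and none passed it (smallest limma adjusted p = 0.897). They were picked for TPM differences in these same libraries, so large transcript differences among them are not independent evidence. Over those 14 the median absolute log2 difference was 1.68 for transcript TPM, 1.03 for gene TPM and 0.14 for exon depth. UBAP2L transcript ENST00000441890 was listed at 0 in 4 control libraries and at 0.618 TPM in the other one, and at 0.897 to 3.23 TPM in treated libraries, yet the gene total was 17.4 ± 9.61 and 18.3 ± 5.77 TPM. EIF2B3, a subunit of a translation initiation factor, had its transcript ENST00000372183 at 0.371 ± 0.218 and 2.05 ± 0.614 TPM, with gene totals of 8.41 ± 2.39 and 9.20 ± 0.984 TPM. LRP12 transcript ENST00000424843 was at 2.50 to 6.35 TPM in control libraries, and was listed at 0 in 2 treated libraries and at 0.428 to 1.76 TPM in the other 4, whereas ENST00000276654 of the same gene was at 2.19 ± 1.05 and 4.46 ± 1.72 TPM, and the LRP12 total was 8.82 ± 1.18 and 9.45 ± 0.708 TPM. PREP, a prolyl endopeptidase, was at 5.37 to 9.54 TPM in total in control libraries, and was listed at 0 in 1 treated library and at 0.576 to 5.11 TPM in the others, but had an exon depth of 6.49 ± 1.27 and 5.55 ± 0.625. ARHGAP29 was at 1.44 ± 0.967 and 4.81 ± 1.72 TPM, with an exon depth difference of −0.01 on the log2 scale (SE 0.16). Adjusted over the list alone, 4 of 15 tested genes passed at gene level (PREP, ARHGAP29, ZPR1 and ANXA10), which is not independent evidence since the study chose the genes on these libraries.

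**Figure D4:**
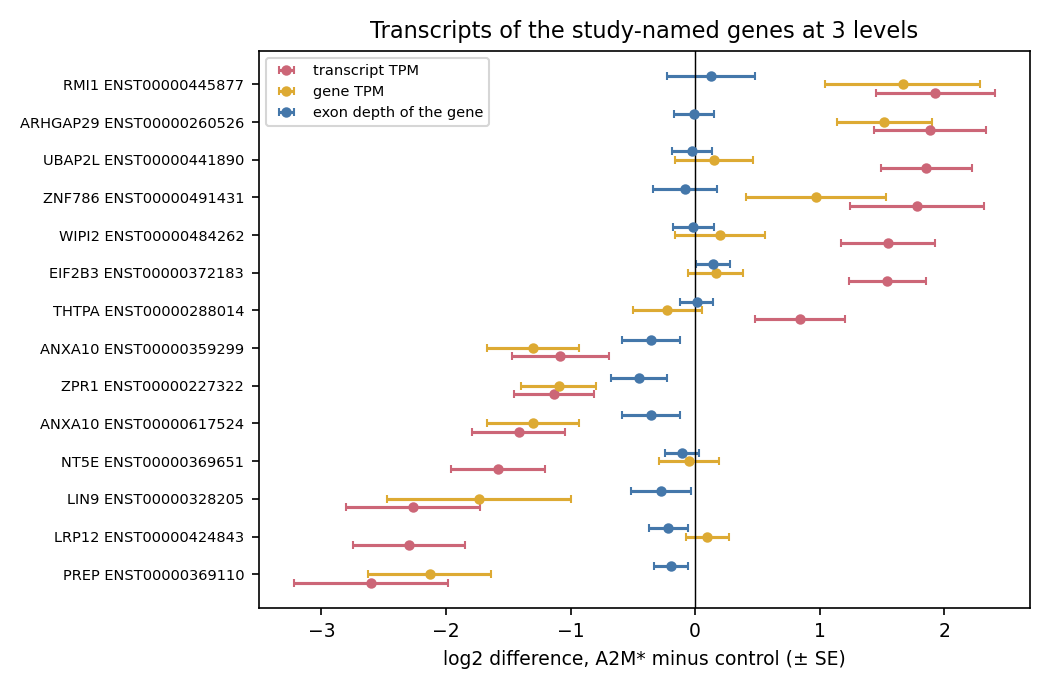
Log2 difference, A2M* minus control, ± SE (x axis) for 14 transcripts of the study-named genes (y axis), as transcript TPM (red), TPM of the whole gene (yellow) and exon depth of the gene (blue). The median absolute difference was 1.68 for transcripts and 0.14 for exon depth.

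The share of its gene that a named transcript took differed for 14 of 20 transcripts (exact permutation test, two-sided, Benjamini-Hochberg over the 20), which is not independent evidence either, since the study picked these transcripts by their TPM in the same libraries. The share of LRP12 in ENST00000424843 was 48.7% ± 14.0 in control and 6.42% ± 6.93 in A2M* cultures (adjusted p = 0.0216 by exact permutation, n = 5 and 6). The share of ARHGAP29 in ENST00000260526 was 55.0% ± 23.9 and 90.1% ± 5.59 (exact permutation adjusted p = 0.0216). Only 6 shares passed without control 1, control 5 or control 8, and 8 without control 4. The permutations ignore the culture pairs, here and for MIR1296 below. MIR1296, a microRNA precursor on chromosome 10 (63372942 to 63373053), was listed at 0.759 to 1.28 TPM in control libraries and at 0 in 4 of the 6 treated ones (exact permutation test, two-sided, unadjusted p = 0.00433). It is the only listed transcript of its gene, so its share could not differ, and it was below the filter. The exon depth of MIR1296, which for a single short transcript rests on the same fragments, was 0.724 to 1.70 in control libraries, 0 in 4 treated libraries and no more than 0.656 in the other 2 (reads per base per gigabase; exact permutation p = 0.00216, unadjusted).

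Transcript usage within a gene passed the test for 6 of 4296 genes (limma diffSplice, Simes, adjusted p below 0.05), namely JKAMP, LRP12, PSMD11, AP1G1, EIF2B3 and NT5E. Of 100 splits of the libraries, the real one included, 19 gave at least 6 such genes. JKAMP transcript ENST00000553941 was at 2.13 to 8.54 TPM in control libraries, and was listed at 0 in 1 treated library and at 0.0749 to 2.71 TPM in the others. AP1G1 transcript ENST00000564155 was listed at 0 in 3 control libraries and at up to 1.18 TPM in the other 2, against 1.08 to 4.09 TPM in treated libraries. At unadjusted p below 0.05 there were 252 of the 4296 genes, where evenly spread p-values would put a share of 0.05. The count was 3 without control 1, 2 without A2M* 1 and 3 without A2M* 8. With the pair as a block PSMD11 and AP1G1 no longer passed (adjusted p = 0.148 and 0.0952), and SLC25A3, FAM57A, PSMD1 and DRG2 did (adjusted p from 0.0335 to 0.0444). The log2 difference of AP1G1 transcript ENST00000564155 was 2.18 without and 2.07 with the block. For PSMD11 transcript ENST00000469475 it was −2.12 and −2.06. Pairing could not change these sizes, since the block only drops A2M* 6 from them, so they decide nothing about the 2 losses. In simulated libraries the same test made 16 false calls beside 91 true ones. In the transcript-level test 1 of 22682 transcripts passed, the ZSWIM6 transcript (limma adjusted p = 0.0184, and 0.993 with the pair as a block). At unadjusted p below 0.05 there were 657 transcripts, where evenly spread p-values would give 1134. The transcripts with the smallest p were those of WDR5, AP1G1, UBAP2L, EIF2B3 and NSF among higher values and, after ZSWIM6, of JKAMP, LRP12, CH507-42P11.8 and PSMD11 among lower ones, and none of these passed. The ZSWIM6 call was lost when any of control 1, 4, 7 and 8 or A2M* 1, 4, 5, 6 and 8 was left out, with adjusted p between 0.0629 and 0.132. Without a control library the fitted difference stayed within its SE of that over all libraries. Without a treated library it could not move, since all treated libraries were at 0.

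At the study's threshold, an unadjusted p below 0.01, limma gave 129 transcripts, 61 with higher and 68 with lower values. Evenly spread p-values would give 227, but other splits of the libraries gave a median of 167 (lowest 111). The unequal-variance test of the study, which could be computed for 86252 transcripts, gave 153. Of these, 141 had both group means above 0, with 80 higher and 61 lower. Evenly spread p-values would give 863 in all. Other splits of the libraries gave a median of 187 with both means above 0 (133 to 986), so 863 is not what chance gave here. The authors' deposited table of 1089 transcripts held 137 at that threshold, of which 74 were higher and 55 lower with both group means above 0. All 1089 p-values of that table were obtained again within 0.00001. The smallest Benjamini-Hochberg adjusted p of this test over all transcripts was 0.819. Transcripts at 0 in every library of one group and above 0 in every library of the other numbered 12, of which 1 (of NRP1) was listed only with A2M* and 11 only in control. Leaving out any 1 of the 11 libraries raised that number to between 24 and 58.

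Of 29 gene lists with enough tested genes, 1 differed. Structural and nuclear non-coding RNAs were lower as a group (camera with a preset correlation of 0.01, adjusted p = 0.0134), with 14 of 18 members at negative and 4 at positive log2 fold changes and a median of −0.34. The call was lost with an estimated correlation (p = 0.107, adjusted p = 0.975 with an estimated correlation) and, with the count of lists falling to 0, when A2M* 1, A2M* 6, control 7 or control 8 was left out, or all 3 libraries with most no-strand signal. No member passed alone. RPPH1, the RNA of ribonuclease P, was at 1062 ± 355 TPM in control and 645 ± 233 TPM in A2M* cultures, and RNU1-1 was at 55.3 ± 13.0 and 35.0 ± 19.1 TPM. Copies of such RNAs share reads, so single members are uncertain.

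The other lists did not pass. For mitosis and G2/M genes 13 of 31 members had positive and 18 negative fold changes (median −0.08, camera adjusted p = 0.908), and LIN9, of the complex that controls mitotic genes, was at 5.15 to 9.77 TPM in control libraries, listed at 0 in 2 treated libraries and at 2.65 to 8.88 TPM in the other 4. Among DNA replication genes 20 of 29 had negative values (median −0.06), with CDC6, which loads replication helicases, at 37.1 and 27.8 TPM on average. For the mesenchymal EMT genes 10 of 12 were negative (median −0.17, limma camera adjusted p = 0.680), with FN1, which encodes fibronectin, at 20.1 ± 6.90 and 12.5 ± 4.32 TPM. Integrins and CD44 had a median of −0.10 over 16 genes, cell-cell contact −0.02 over 16, TGF-beta pathway genes 0.03 over 15 and apoptosis genes −0.06 over 24, each with a camera adjusted p of 0.908. The lists not named here did not pass either. No gene of the lists for blood cells or for fibroblasts and endothelium reached the filter.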

Values the study reported

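The study reported 55 down-regulated and 74 up-regulated transcripts at a nominal P below 0.01 in A549 cells given 30 nM A2M* for 24 h.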

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

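The tests of the ZSWIM6, named-transcript and treatment explanations and the splits for the study's test and for switched transcripts were chosen after the results were seen. Of 91 sets of values, each a library measure or a named gene within a group, 15 held a library far from its group by Dixon's ratio. The 4.55 that chance would give assumes normal values. Many of these genes were picked for their differences or hold values at 0, so the excess is not read as a result. A2M* 8 accounted for 5 of these. It listed 47027 annotated transcripts and had 1.01% of annotated TPM in mitochondrial transcripts. In that library ZNF786 was listed at 0 TPM, MOAP1 was at 2.25 TPM and ATP7A at 2.02 TPM. A2M* 7 stood apart for ZPR1 (6.02 TPM), ZNF112 (4.03 TPM) and CH507-42P11.8 (15.9 TPM). Control 1 stood apart for ZNF786 (2.78 TPM) and PRMT9 (3.35 TPM), control 4 for AGBL3 (3.60 TPM) and A2M* 5 for PREP (5.11 TPM). LRP1 was at 0.385 TPM in A2M* 6, and SNAI1 was at 0.0532 TPM in control 7 and 0.392 TPM in A2M* 4.

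ZSWIM6 was listed at 0 in each treated library. Reads covered its exons in all 6, and the log2 difference in exon depth was −0.29 (SE 0.14). A candidate explanation is that the assembly did not match the annotated transcript in treated libraries. In 4 of the 6 an unannotated transcript of 13 exons lay over its exons on the same strand, against 14 exons in the annotated one, and no control library had an unannotated one with as many. A smaller decrease with treatment stays open, since exon depth was lower by an exact permutation test before adjustment (p = 0.0260), which ignores the pairs. Exon depth was lower with A2M* in each of the 5 pairs. With the pair as a block the log2 difference was −0.30 (SE 0.13, limma adjusted p = 0.865).

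Exon depth of the study-named genes differed by 0.0806 times as much as the 14 tested transcripts that the deposited table lists for them (ratio of median absolute log2 differences). This decides nothing, because the transcripts were picked for their TPM differences in these libraries: with 14 transcripts picked by the study's test in each of 99 other splits, the ratio was 0.0534 to 0.373. Reads given to other isoforms, or not matched to any, by separate assemblies of each library and a change of isoform with treatment cannot be told apart here.

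Both number 8 libraries had the largest no-strand share of their groups. Treatment as the reason is argued against by control 8, an untreated library with the highest share of all 11. The groups were compared too (exact permutation p = 0.623, n = 5 and 6), which by itself does not show that they are equal. Genomic DNA could add such fragments, and the added depth outside gene spans was 1.04 times that inside. That bound, set before the result was seen, turned out to decide nothing, because the ratio was already between 1.02 and 2.42 in the other 9 libraries and the spans hold only transcripts that the assembly matched (21.8% of positions), so genomic DNA and unspliced RNA cannot be told apart here.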

How the results depend on the processing

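Alternatives added after the data were examined were exon depth (with and without the pair as a block or an estimated correlation), unannotated transcripts of the locus, the no-strand covariate and leaving out 3 libraries. The call of 1 gene became 0 with the replicate block (pairing), in exon depth with or without the block, and without the 3 libraries with most no-strand signal. The count lay between 0 and 2 with single libraries left out. With a mean of at least 5 TPM it was 0 too. That filter removed ZSWIM6 (3.46 TPM on average in control and 0 in A2M* libraries), so this loss was fixed beforehand. The 1 transcript became 0 at a pseudocount of 0.1, with the replicate block and without those 3 libraries (0 to 2 with single libraries left out). It was 0 as well with a mean of at least 5 TPM, which removed the ZSWIM6 transcript too. Transcripts at unadjusted p below 0.01 numbered 129, and 377 without a filter, 21 with a mean of at least 5 TPM, 208 with the no-strand covariate and 56 by the study's test on filtered transcripts (120 to 184 with single libraries left out), and 171 with the replicate block. With median-of-ratios scaling they numbered 173 and with quantile scaling 186. Genes with changed usage numbered 6, and 2 at a pseudocount of 1, 83 without a filter, 0 with a mean of at least 5 TPM and 10 with the no-strand covariate (2 to 7 with single libraries left out), and 8 with the replicate block. The 1 gene list became 0 without a filter, with an estimated correlation, with fry and without the 3 libraries, 2 in exon depth and 0 in exon depth with an estimated correlation (0 to 1 with single libraries left out). Switched transcripts numbered 12, 336 when a mean of at least 1 TPM in the other group sufficed, and 24 to 58 with single libraries left out, which follows from fewer libraries having to be at 0. Named shares that passed numbered 14, and 6 to 13 with single libraries left out. The causes were otherwise not tested. Besides the gene and the transcript of ZSWIM6 and the usage calls of PSMD11 and AP1G1 (lost) and of SLC25A3, FAM57A, PSMD1 and DRG2 (gained), the pair as a block changed no other call of genes, transcripts, usage or lists in TPM. The named transcripts of PSMD11 and AP1G1 kept log2 differences about as large with the block, but pairing could not change them, since the block only drops A2M* 6.

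Log2 fold changes of named genes, none of them called, turned sign as follows. In exon depth, the sign turned for ARHGAP29 (−0.010), MOAP1 (−0.099), ZNF112 (−0.10), ATP7A (0.10), UBAP2L (−0.027), ZNF786 (−0.083), WIPI2 (−0.013), LRP12 (−0.21), THTPA (0.013), LRPAP1 (0.067), ITGB1 (0.15), OCLN (0.0010), RBL2 (−0.076), CFLAR (0.00091), CLOCK (0.032), HERPUD1 (0.034), ACAT2 (−0.021), NFKB1 (0.024), TNFAIP2 (−0.056), OAS3 (−0.036), USP18 (0.17). In exon depth with the pair as a block, the sign turned for MOAP1 (−0.14), ZNF112 (−0.11), ATP7A (0.055), ZNF786 (−0.10), LRP12 (−0.25), THTPA (0.077), ITGB1 (0.13), OCLN (0.056), EPCAM (−0.082), SESN1 (−0.032), TGFBI (0.0045), RBL2 (−0.10), CLOCK (0.13), RNF43 (−0.023), SLC39A13 (0.10), ACAT2 (−0.084), TNFAIP2 (−0.0094), OAS3 (−0.014), USP18 (0.19). With unannotated transcripts of the locus added, the sign turned for SASS6 (−0.20), ARHGAP29 (−0.066), ZPR1 (0.12), ZNF786 (−0.37), FN1 (0.010), RICTOR (0.044), RBL2 (−0.26), RNF43 (−0.28), ACAT2 (−0.18), NFKB1 (0.079). With the no-strand share as a covariate, the sign turned for NT5E (0.066), LRPAP1 (0.12). Without the 3 libraries with most no-strand signal, the sign turned for THTPA (0.15), SESN1 (−0.032), HIST1H1D (0.093). With single libraries left out it turned for EIF2B3 (−0.015 to 0.28), FOXA1 (−0.10 to 0.59), ITGB1 (−0.29 to 0.13), LRPAP1 (−0.47 to 0.24), NDE1 (−0.20 to 0.059), NT5E (−0.24 to 0.079), SESN1 (−0.094 to 0.35), VIM (−0.37 to 0.0027), WIPI2 (−0.073 to 0.37). The cause was not tested for single genes. Of named results not called, ATP7A passed without A2M* 8 (limma adjusted p = 0.0414) and the CH507-42P11.8 transcript without A2M* 7 (limma adjusted p = 0.00214). In each case the library left out held the highest treated value. The TPM tests recovered few simulated 2-fold changes, so changes of that size can be missed. Sequencing depth was not varied.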

Other observations

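The exon depth values, and the splits for the study's test and for switched transcripts, are tests chosen after results were seen. In exon depth, the NF-kB and cytokine list was higher with A2M* (camera adjusted p = 0.0285, median 0.09 over 15 genes), but not with the pair as a block (adjusted p = 0.0757) nor with an estimated correlation (adjusted p = 0.894) nor in gene TPM (adjusted p = 0.908). CXCL1, a chemokine, had a log2 difference of 0.37 (SE 0.12) in exon depth and CXCL8 of 0.31 (SE 0.17), and neither passed. The structural and nuclear non-coding RNAs, most of them short single transcripts whose exon depth rests on the same fragments as their TPM, were lower in exon depth (median −0.34, camera adjusted p = 0.000491, and 0.00331 with the pair as a block), but with an estimated correlation the list did not pass in exon depth (adjusted p = 0.894) or in gene TPM (adjusted p = 0.975). POLE4, an accessory subunit of DNA polymerase epsilon, had log2 differences of 0.63 in TPM and 0.55 in exon depth (limma unadjusted p = 0.00164 for depth). POLE4 passed in neither measure and was named here after its values were seen.

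Other splits of the 11 libraries into 5 and 6 were compared with the real one, 100 splits in all with the real one included. Chance could not be excluded for any of these counts. For genes changed, 40 splits gave at least the real count of 1 (highest other 10), and for transcripts changed 45 splits did (real 1, highest other 16). For transcripts at unadjusted p below 0.01, 96 splits gave at least 129 (highest other 1083), and for the study's own test 98 splits gave at least 141 (highest other 986). For changed transcript usage 19 splits gave at least 6 (highest other 13), for gene lists 46 gave at least 1 (highest other 4), and for switched transcripts 97 gave at least 12 (highest other 42). Splits with counts several times the real one point to a structure of the samples. Among the 32 splits that part all 5 pairs, as the real one does, the highest other counts were smaller: 179 transcripts at p below 0.01, 202 by the study's test, 1 gene, 3 transcripts, 10 genes with changed usage, 2 lists and 28 switched transcripts. Of these 32 splits, 21, 23, 8, 12, 4, 11 and 28 reached the real count in the same order.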
